A study of Mus musculus with 860 samples. Its data were reported in "Cis inhibition of NOTCH1 through JAGGED1 sustains embryonic hematopoietic stem cell fate" (2024).

How the data were processed

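Single cells of the AGM region of Gfi1:tomato mouse embryos at E10.5 and E11.5 were index sorted as GFI1+ HE, GFI1+ IAHC and GFI1- IAHC, and each gave 1 paired-end Smart-Seq2 library, sequenced in batches GL53, GL58, GL69 and GL78. The files used were a table of counts for 860 cells, a normalized table and an annotation of each cell. The count values were made by the authors with STAR 2.7.3 alignment to mm10 and HTSeq 0.9.1 counting of reads per gene, per the submitters' processing notes, and were deposited raw. The annotation release, the strand setting and the handling of duplicate reads were not given in the sources used here. The table held 46078 genes and 92 spike-in controls with 0 reads, and 45143 genes were matched to a symbol of the GENCODE M21 mouse annotation (GRCm38), which left 0.0667% of the counts without a symbol. The normalized table was deposited by the authors as the natural log of 1 plus counts per 10000 counts of the cell, made with Scanpy 1.4.4. It held 30362 genes of 775 cells. Recomputed from the counts, 99.9% of its matched genes lay within 0.01 in every cell, and it was used for this check only. The annotation held the fluorescence intensity of 9 signals per cell as the sorter recorded it, deposited by the authors without scaling between sorts, with some values below 0. How the signals were compensated was not given in the sources used here. It also held the mitochondrial fraction of the counts (0 to 1), computed by the authors, the authors' 11 Louvain clusters, and their Cyclone cell cycle phases. Of its 22 columns, 5 were not used here, and 55 kept cells had no index-sort value.

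The cells the authors kept were used. They stated limits of 2500 genes, 50000 counts and 5% mitochondrial counts, and leaving out cells past any of these limits gave the deposited set for all 860 cells. Of the 85 cells left out, 67 passed the mitochondrial limit alone, 1 the gene limit alone, 9 both of these, and 8 the gene and count limits. The kept cells numbered 172, 240, 135, 109 and 116 in E11.5 GFI1+ HE, E11.5 GFI1+ IAHC, E11.5 GFI1- IAHC, E10.5 GFI1+ HE and E10.5 GFI1+ IAHC, of 193, 257, 181, 109 and 117 sequenced, plus 3 of 3 in E10.5 GFI1- IAHC. E11.5 GFI1+ HE held 113, 19 and 40 cells in GL53, GL58 and GL78, E11.5 GFI1+ IAHC 121, 30 and 89, E11.5 GFI1- IAHC 91 and 44 in GL53 and GL78, E10.5 GFI1+ HE 18 and 91 in GL58 and GL78, and E10.5 GFI1+ IAHC 29 and 87 in GL69 and GL78. The summed depth of these groups was 128935339, 171729797, 80662904, 94442893 and 102640650.0 counts, and the kept cells had a median of 727732 counts. At 50000 counts per cell the median number of genes detected was 5180, 5663, 5102, 5897 and 6239. E10.5 and E11.5 cells lay on 7 and 7 plates, and 0 plates held both.

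Each deposited sample is a cell and no animal is named, so cells were summed and each group counted as 1 sample, without tests, p-values or counts of changed genes. The cell-level rank test of the study was not used. Counts were summed per group and batch and divided by the total (CPM), the log2 ratio with a pseudocount of 1 CPM was taken within each batch with at least 10 kept cells of both groups, and the batches were averaged with equal weight. The batches were GL53, GL58 and GL78 for HE over GFI1+ IAHC at E11.5, GL78 for the same at E10.5, GL53 and GL78 for GFI1+ over GFI1- IAHC, GL58 and GL78 for E11.5 over E10.5 HE, and GL78 for E11.5 over E10.5 IAHC. Genes were named by a rule: at least 10 CPM in the higher group, reads in at least 25% of its cells in every batch, at least 2-fold in the same direction in every batch, and then the 12 per direction with the largest value of their smallest batch ratio, unnamed predicted genes passed over. Notch receptors, ligands, targets and fringe genes, Gfi1, Kit, Pecam1 and Ptprc were named whatever their values, and of the members of the gene lists examples were taken from the highest and lowest. The 28 gene lists (392 symbols, 1 not found) were written from general knowledge, and members at 10 CPM or more in either group entered a list's median, which was placed among 10000 random lists of the same size matched in 20 expression bins (seed 7). A list with fewer than 3 such members got no median: the neural list in all 5 comparisons, the macrophage list in HE and IAHC at E10.5 and in HE between stages, and the mesonephric list in the comparisons of E10.5 HE with IAHC and between stages. A group with 0 counts was given a floor of 3 counts per group and batch, and its fold as a lower bound. Groups with 1 to 3 counts were given a ratio with an exact conditional binomial interval. No doublet caller was run. Libraries were called by sex reads from Xist and a Y-linked list at 5 CPM. Lists of primordial germ cell, smooth muscle and mesenchyme, lymphatic endothelial and Y-linked genes were added after the clusters had been seen.

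The comparisons, lists, naming rule and most alternatives were chosen before the data were examined. The minimum of 3 members per list, the examples printed, the 4 added lists, the treatment of the shear stress list as a main result between stages of HE, and the settings without clusters 6 to 10, with cells holding Y-linked reads and no Xist, and without libraries holding both were chosen after values had been seen. The alternatives were TMM (edgeR 4.0.16) and DESeq2 (1.42.0) size factors, the mean of CPM over cells, thinning to 50000 counts per cell, a pseudocount of 0.1 CPM, all cells with counts, counts pooled over batches, mitochondrial genes left out of the total, each batch left out, and list members at 1 CPM or with no filter. For shares and fluorescence they were single batches, a detection limit of 5 reads, no thinning, and means for medians. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3.

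The size rule was tested on simulated data drawn for the cells and depths of each comparison. Counts came from a gamma-Poisson model with the spread between cells estimated per gene, both groups had the same mean, and known folds were put into chosen genes. For E11.5 HE over IAHC (14461 genes simulated) it found 8.96% of 2-fold, 91.0% of 4-fold and 90.9% of 8-fold genes and 0.176% of unchanged genes. The values for 2-fold, 4-fold and unchanged genes were 53.7%, 100% and 2.47% for E10.5 HE over IAHC (13969 genes), 26.9%, 97.0% and 0.734% for GFI1+ over GFI1- IAHC (15031), 16.4%, 88.1% and 1.63% for HE between stages (14132) and 49.3%, 100% and 3.07% for IAHC between stages (14176). These percentages count genes before the choice of 12 per direction. The model as described had no plate or embryo effect and no group difference that varies by batch. The percentages of unchanged genes may therefore be too low for the real data. A simulated list of 12 genes with a 2-fold change lay above its random range in each of the 5 designs, and 2 to 7% of unchanged lists lay outside it. The model as described sets a spread per gene, with no variation shared by list members. In the data 1 E11.5 HE cell held 92.1% of that group's megakaryocyte reads. The rate for unchanged lists may therefore be too low for lists whose members vary together.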

Results

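Haematopoietic stem cells (HSCs) of the mouse arise in the aorta-gonad-mesonephros (AGM) region, where haemogenic endothelium (HE) in the wall of the dorsal aorta gives rise to intra-aortic haematopoietic clusters (IAHC). The study asked how Notch receptors, ligands and targets are used while cells pass from HE to IAHC. AGM cells of embryos carrying the Gfi1:tomato reporter, which marks HE and the cluster cells with HSC activity, were sorted one by one at E10.5 and E11.5 (embryonic days), and the fluorescence of 9 surface or reporter signals was recorded for each cell. The 3 sorted populations were GFI1+ HE (CD31+cKIT-GFI1+), GFI1+ IAHC (CD31+cKIT+GFI1+) and GFI1- IAHC (CD31+cKIT+GFI1-), and each cell gave 1 full-length Smart-Seq2 RNA library.

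Counts of 860 cells were deposited, and the authors' quality filter left out 10.9% of E11.5 GFI1+ HE, 6.61% of E11.5 GFI1+ IAHC, 25.4% of E11.5 GFI1- IAHC, 0 cells of E10.5 GFI1+ HE and 1 cell of E10.5 GFI1+ IAHC. Only 3 cells were E10.5 GFI1- IAHC, and these entered no comparison. Kept cells held 134284 to 2296823 counts, with medians of 742686, 686708, 573567, 879928 and 850632 counts in E11.5 GFI1+ HE, GFI1+ IAHC, GFI1- IAHC, E10.5 GFI1+ HE and GFI1+ IAHC, and the median number of genes detected was 6698, 7461, 6515, 7974 and 8660 in the same order. The labels named no animal, so each group counted as 1 sample. No test was run and no p-value is given. No label ties a batch to embryos of its own. The paper reports pooled AGMs and fewer independent sorting experiments than the sequencing batches used at E11.5. The spread over batches is therefore not a spread over independent sorts. A difference has no replicate check beyond that spread, and none at all where 1 batch was used. Counts were summed per group within each of the sequencing batches GL53, GL58, GL69 and GL78 and scaled to a total of 1000000 (CPM). Log2 ratios carry a pseudocount of 1 CPM, were taken within a batch and averaged over batches, and the ± is the SD over batches. The terms higher and lower describe these values alone. Intervals are exact 95% Poisson intervals for summed counts and exact (Clopper-Pearson) binomial intervals for shares of cells. They cover counting error only, since the reads carried no molecular identifiers. A list of genes is given by its median log2 ratio beside the central 95% of 10000 random lists matched on expression (its random range), and a member counted as higher or lower if it differed at least 2-fold in every batch.

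The first comparison asked which genes set GFI1+ HE apart from GFI1+ IAHC at E11.5. Genes of arterial endothelium, and some genes of the vessel wall, were higher in HE. Gja4 (ENSMUSG00000050234, chromosome 4, 127311421 to 127314039 in GRCm38), which encodes the arterial gap junction protein connexin 37, was at 625 against 56.3 CPM, a log2 ratio of 3.47 ± 0.95 over 3 batches. Ltbp4 (ENSMUSG00000040488, chromosome 7, 27305136 to 27337692), which encodes a TGF-beta binding protein of elastic fibres, was at 245.6 against 24.2 CPM (3.27 ± 0.26), and Sema3g, a semaphorin of arterial endothelium, stood at 3.39 ± 1.13 with 2.22 in GL58 and 4.46 in GL78. The other genes of the size rule on this side were Stmn2, Synpo, Tm4sf1, Ssu2, Tspan2, the natriuretic peptide receptor gene Npr3, Serpinf1, the von Willebrand factor gene Vwf and the growth factor gene Vegfc (1.99 to 2.83). In IAHC, Prox1, a transcription factor of lymphatic endothelium, was the farthest (-2.34 ± 0.50), followed by Lgals9, the neonatal Fc receptor gene Fcgrt, Dmtn, Npl, Gem, Sh3bgrl2 and Ctnnal1 (-2.13 to -1.25). In each batch the counting interval of these 20 genes stayed within 14.6% of the CPM of the higher group.

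The arterial endothelial list had a median of 1.52 (8 higher and 0 lower of 12 measured; random range -0.26 to 0.17), with batch medians of 2.10, 1.26 and 1.66 in GL53, GL58 and GL78. Gja5 (ENSMUSG00000057123, chromosome 3, 96904693 to 97077416), the connexin 40 gene, was at 384.4 CPM (380.1 to 389) in HE and 5.75 CPM (5.24 to 6.29) in IAHC of GL53, and in GL78, where IAHC held 3 counts, the ratio was 5946-fold (2034 to 28839). The general endothelial list was at 0.56 (0 higher and 0 lower of 18), with Flt1, a VEGF receptor, at 1.16 ± 0.27 and Sox7 at 0.85 ± 0.081, while Cldn5 stood at 0.10 ± 0.34. The shear stress and vessel wall list was at 0.72 (2 higher and 0 lower of 14). The venous and lymphatic list was lower in HE (-0.75, 0 higher and 1 lower of 9). Of the haematopoietic groups, surface and signalling genes had a median of -1.13 (0 higher and 0 lower of 14; 0.59 in GL58), transcription factors -0.21 and HSC-associated genes 0.044. Without GL53 the surface median was -0.27, inside its random range. The progenitor factor Myb was at 3.32 against 16.8 CPM (-2.46 ± 1.90) and Meis1 at -1.29 ± 0.72, but Mecom (1.41 ± 0.16), Cd34 (1.01 ± 0.31) and Lmo2 (0.63 ± 0.18) were higher in HE. Ptprc, which encodes CD45, was at -1.22 ± 0.80, and the sort genes Kit and Pecam1 at -1.06 ± 0.19 and 0.79 ± 0.16.

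Among Notch genes, Jag1 (ENSMUSG00000027276, chromosome 2, 137081456 to 137116644) was at 116.9 against 23.6 CPM in E11.5 HE and IAHC (2.06 ± 0.83) and the target Hey1 (ENSMUSG00000040289, chromosome 3, 8663359 to 8667256) at 180.1 against 45.2 CPM (2.06 ± 0.62). Hey2 (ENSMUSG00000019789, chromosome 10, 30832359 to 30842801) had 0 counts in IAHC of GL53 and GL58, where HE was at least 1491-fold and at least 78.3-fold higher against a floor of 3 counts per group and batch, and stood at 18.2 CPM (16.8 to 19.8) against 0.27 CPM (0.16 to 0.427) in GL78. Notch4 (1.53 ± 0.53), Dll4 (1.21 ± 0.90), Notch3 (1.14 ± 0.18), Jag2 (1.04 ± 0.64) and Notch1 (0.66 ± 0.34) were higher in HE on average, and Notch2 (-0.74 ± 1.42), Dll1 (-0.47 ± 1.33) and Hes1 (-0.55 ± 0.28) lower. Gata2 (0.061 ± 0.37) and the fringe genes Lfng (0.48 ± 0.49), Mfng (0.32 ± 0.10) and Rfng (0.24 ± 0.50), whose products glycosylate Notch receptors, differed little. The receptor and ligand list was at 1.09 (1 higher and 0 lower of 8), the targets at 1.06 (2 higher and 0 lower of 4) and the modifiers at 0.026 (0 higher and 0 lower of 13). The study singled out Hey1, Hey2, Jag1, Notch1, Dll4, Hes1, Gata2, Rfng, Mecom, Mllt3, Procr and Flt3 on these cells, so the lists that hold them are not independent evidence of a direction. Gfi1 itself had 0 counts in HE of GL53 (at least 318.8-fold lower than in IAHC), 0 in both groups of GL58, and 1.48 CPM (1.09 to 1.96) against 2.13 CPM (1.79 to 2.51) in GL78.

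**Figure D1:**
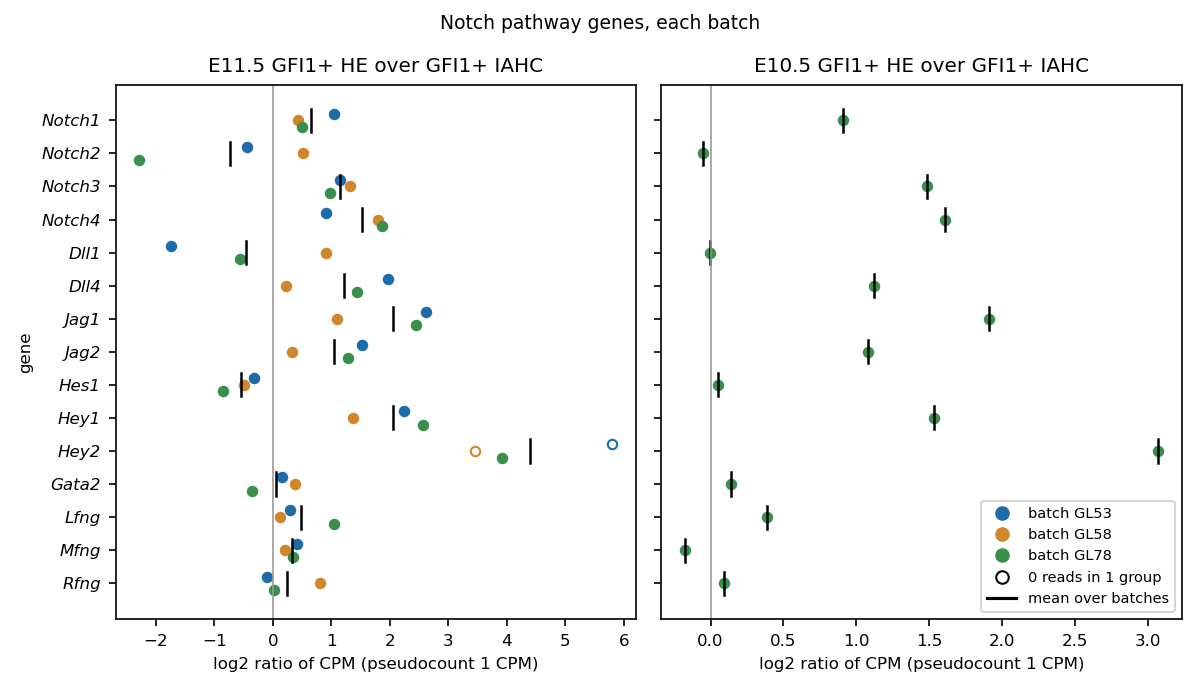
Log2 ratio of Notch pathway genes (CPM in GFI1+ HE over CPM in GFI1+ IAHC, pseudocount 1 CPM) at E11.5 and E10.5; each point is 1 batch, an open point marks a gene with 0 counts in 1 of the groups, and the black line is the mean over batches. Jag1 and Hey1 lie above 0 at both stages (2.06 and 2.06 at E11.5, 1.91 and 1.53 at E10.5), while Hes1 stands at -0.55 and 0.05.

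Markers of other cell types also differed between these groups at E11.5. The megakaryocyte list was at 1.47 (0 higher and 0 lower of 11, 0.20 without GL78, 1.46 with members at 0 counts set to their bounds), and 1 HE cell of the authors' cluster 9, led by platelet genes, held 92.1% of the list's reads in HE. The mesonephric and coelomic epithelium list (-3.06, at bounds -4.90, 0 higher and 2 lower of 3), the macrophage list (-2.30, at bounds -3.62, 0 higher and 1 lower of 4, -0.32, -1.39 and -5.25 in GL53, GL58 and GL78) and the lymphoid list (-1.26, 0 higher and 1 lower of 4, -1.24, -0.82 and -2.44 in the same batches) were lower in HE. Beside these, 15 IAHC cells (6.25%) lay in cluster 8, led by germ cell genes. Another 13 IAHC cells lay in cluster 7, led by Nrp2 and Prox1, against 0 HE cells. The 2 IAHC cells of cluster 10 held 56.6% of the macrophage reads of IAHC. The 3 mesonephric members were at -0.81 (0 lower) and the 4 macrophage members at -1.70 when clusters 6 to 10 were left out. Without clusters 6 to 10, a setting added after seeing the data, the megakaryocyte median was -0.69, the myeloid median went from 0.32 (3.56 in GL58) to -0.56 and Prox1 to -1.16. Immediate early genes were lower in HE (-0.55, 0 higher and 0 lower of 15), with Egr1 at -1.11 ± 0.39 and Fos at -0.89 ± 0.25. S phase genes were at -0.32 (0 higher and 0 lower of 19), ribosomal protein genes at -0.18 (0 higher and 0 lower of 22), BMP and TGF-beta response genes at 0.34 (1 higher and 0 lower of 9) with the inhibitory Smad6 at 1.45 ± 0.19, and glycolysis genes at 0.27 (0 higher and 0 lower of 16) with the glucose transporter Slc2a1 at 1.07 ± 0.37. In all, 10 of 27 lists lay above their random range, 8 below, and 9 inside it with medians of -0.34 to 0.48. The neural list had 1 measured member, Isl1 (1.11). The batch ratios correlated across 9923 genes, which are not independent replicates, with r = 0.33 (GL53 and GL58), 0.59 (GL53 and GL78) and 0.31 (GL58 and GL78).

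**Figure D2:**
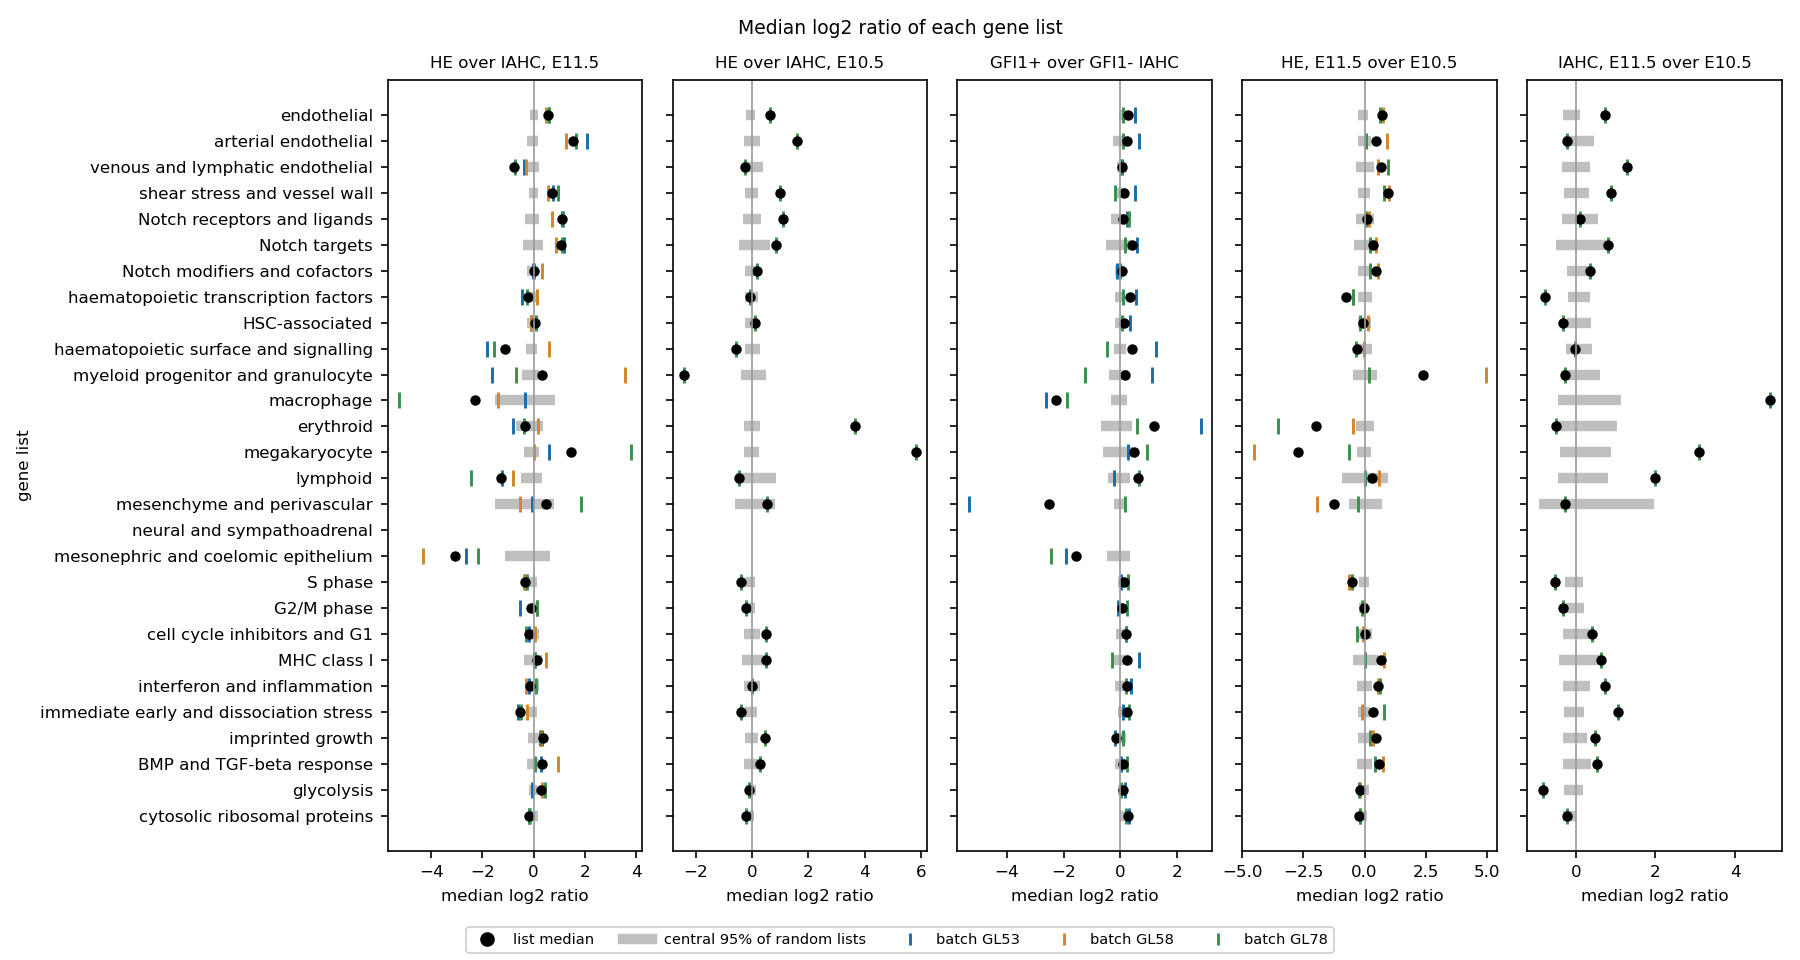
Median log2 ratio of each gene list in the 5 comparisons; points are medians over members, ticks the values of single batches, and grey bars the central 95% of random lists matched on expression. The arterial list lies at 1.52 for E11.5 HE over IAHC and 1.60 for E10.5, and the megakaryocyte list at 5.82 for E10.5.

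The same contrast at E10.5 rested on batch GL78 alone, with 91 HE and 87 IAHC cells. Arterial genes were again higher in HE, and myeloid progenitor genes were higher in IAHC. Platelet and megakaryocyte genes led the HE side of the size rule. Alox12, the platelet-type lipoxygenase gene, was at 377.03 against 2.58 CPM (log2 ratio 6.72), Itga2b (ENSMUSG00000034664, chromosome 11, 102453297 to 102470122), which encodes CD41, at 687 against 43.5 CPM (3.95) and Fermt3, which encodes the integrin activator kindlin-3, at 3.68. Myl9, Rab27b, Smim3, Dennd2c and Clu followed (2.85 to 3.25). The endothelial genes Tmem100 (3.35) and Tm4sf1 (2.96), the hedgehog ligand gene Dhh (2.99) and Hey2 at 16.7 against 1.11 CPM (3.07) completed the side. In IAHC, Mpo (ENSMUSG00000009350, chromosome 11, 87793581 to 87804413), the granule enzyme of neutrophils and their progenitors, was at 222.8 against 8.20 CPM in HE (-4.61), the granule protease gene Prtn3 at -4.21 and Spi1 (ENSMUSG00000002111, chromosome 2, 91082390 to 91115756), which encodes PU.1, at 126.99 against 9.28 CPM (-3.64). Plcb2, Ikzf1, Sash3, Slc7a8, Myb, Traf3ip3, Rab38, Lyz2 and Apoc1 ranged from -3.14 to -2.22. Counting intervals of these 24 genes stayed within 7.33% of the CPM.

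The arterial list at E10.5 was at 1.60 (10 higher and 0 lower of 11; random range -0.27 to 0.27), with Gja4 at 2.73, and the shear stress list at 1.01 (6 higher and 0 lower of 12), with Ltbp4 at 2.40 and Vwf at 1.44. The endothelial list was at 0.64 (1 higher and 0 lower of 18). Notch receptors and ligands were at 1.10 (5 higher and 0 lower of 8) and targets at 0.84 (2 higher and 0 lower of 4): Jag1 1.91, Notch4 1.61, Hey1 1.53, Notch3 1.48, Dll4 1.12, Jag2 1.08 and Notch1 0.91, against 0.05 for Hes1 and 0.14 for Gata2. The myeloid list was lower in HE (-2.41, 0 higher and 5 lower of 6). Haematopoietic surface genes went both ways (-0.55, 4 higher and 5 lower of 13), as did transcription factors (-0.082, 1 higher and 4 lower of 16), and among HSC-associated genes (0.12) Mecom was at 1.06 and Hlf at -2.06. Kit was at -1.36, Ptprc at -0.98, Gfi1 at -1.49 and Pecam1 at 0.92. The medians of S phase (-0.40, 0 higher and 0 lower of 19) and immediate early genes (-0.38, 0 higher and 0 lower of 15) lay below their random ranges with no member changed 2-fold, and MHC class I genes (0.50, 0 higher and 0 lower of 6) lay at the edge of theirs, which ended at 0.49.

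The megakaryocyte list was the farthest from 0 of the 25 lists at E10.5, at 5.82 (11 higher and 0 lower of 11; 5.85 with the 2 members at 0 counts in IAHC set to their bounds, one of them Gp5 at 4656-fold or more). Tubb1, the platelet beta-tubulin gene, was at 482 against 0.205 CPM. The erythroid list was at 3.67 (8 higher and 1 lower of 10), with the globin genes Hba-a1 at 6.11 and Hbb-bh1 at 5.61. Beside these lists, 11 E10.5 HE cells of all batches (10.1%) lay in cluster 9 and held 96.2% of the megakaryocyte list's reads. Without clusters 6 to 10 the megakaryocyte median over the 3 members left was -2.56, and Itga2b (-1.58), Fermt3 (-1.80), Rab27b (-0.25) and Smim3 (-0.80) turned to lower in HE, whereas Alox12 stayed higher at 2.61, Clu at 0.91, Dennd2c at 0.69 and Myl9 at 0.60. The erythroid median was then 2.32 over the members left and 1.56 over the 10 measured with all cells (5 higher and 2 lower). Transcription factors no longer went both ways (-0.67, 0 higher and 5 lower of 16). The myeloid median was -3.17, the surface one -1.70, and the arterial one 1.95, with Lyz2 at -3.93 and Apoc1 at -2.86. Thinned to 50000 counts per cell, Ikzf1 was at -2.42.

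E11.5 IAHC with and without the GFI1 reporter were compared to describe the fraction said to hold the HSC activity beside the rest of the clusters. The macrophage list was higher in GFI1- IAHC in both batches, whereas few members of the haematopoietic lists were 2-fold higher in GFI1+ IAHC in both. Adgrg1 (ENSMUSG00000031785, chromosome 8, 94974751 to 95014217), which encodes the HSC-associated receptor GPR56, was 3.92 in GL53 and 1.24 in GL78 (mean 2.58). The transcription factor gene Lhx6 was at 85.5 against 31.1 CPM (1.44 ± 0.12), and the haematopoietic corepressor gene Cbfa2t3, Fut8, Ier3, Tcf15, Ppargc1b and Cish ranged from 1.02 to 1.55. On the other side Lrp1, an endocytic receptor of macrophages and mesenchyme, was at 56.1 CPM in GFI1- against 7.67 CPM in GFI1+ IAHC (-2.72 ± 0.31). Tpm2, Pdlim4, Slc36a4, the lysosomal genes Ifi30 and Lgmn, the imprinted RNAs Meg3 and Rian, Timp2, Efhd2, Sdc4 and Cited2 ranged from -1.83 to -1.26. Counting intervals stayed within 8.22%. Gfi1 (ENSMUSG00000029275, chromosome 5, 107716657 to 107726036) had 0 counts in GFI1- IAHC, so GFI1+ IAHC was at least 210.1-fold higher in GL53 and at least 20.01-fold higher in GL78. It also had 0 counts in E11.5 GFI1+ HE of GL53 and in both E11.5 GFI1+ groups of GL58.

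The macrophage list was at -2.25 (0 higher and 8 lower of 10; -2.63 in GL53 and -1.88 in GL78), with the complement genes C1qa at -3.54 ± 1.53 and C1qb at -3.80 ± 2.09. The mesenchyme and perivascular list was at -2.52 (0 higher and 4 lower of 11; at bounds -2.64), but -5.32 in GL53 and 0.15 in GL78, and the mesonephric and coelomic epithelium list at -1.57 (0 higher and 2 lower of 6). In GFI1- IAHC, 32 cells (23.7%) lay in cluster 6, led by collagen genes, and held 98.7% of the mesenchyme reads, and 9 cells of cluster 10 held 78.5% of the macrophage reads. The macrophage median was -2.12 without clusters 6 to 10, but only 5 members were left and 2 of them were lower in both batches. The 10 members measured with all cells were then at -1.86 (1 higher and 3 lower). The mesenchyme and mesonephric lists turned, to 0.62 (2 higher and 0 lower of 11) and 0.53 (1 higher and 0 lower of 6). Libraries with both Xist and Y-linked reads numbered 11 (8.15%) in GFI1- IAHC. On the GFI1+ side, HSC-associated genes had a median of 0.11 (3 higher and 0 lower of 14), inside their random range (-0.21 to 0.17), with Hlf at 2.68 ± 1.29, transcription factors 0.32 (1 higher and 0 lower of 14) with Myb at 2.64 ± 1.70, and surface genes 0.41 (2 higher and 0 lower of 15) with 1.24 in GL53 and -0.47 in GL78. Without GL53 the transcription factor median was 0.077, inside its random range. Cd27 was at 2.41 ± 1.92. Kit was at 0.89 ± 0.33. The erythroid list was at 1.17 (2 higher and 0 lower of 5) and 0.17 without GL53. Of the Notch genes, the values were Dll4 0.84 ± 0.56, Hes1 0.55 ± 0.19, Hey1 0.46 ± 0.54, Notch1 0.018 ± 0.14 and Jag1 -0.92 ± 0.64, with list medians of 0.10 for receptors and ligands, 0.40 for targets (random range -0.50 to 0.36; 0.23 and inside it without GL53) and 0.052 for modifiers.

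Between GFI1+ and GFI1- IAHC, 11 of 27 lists lay above, 4 below and 12 inside their random range, the latter at 0.039 to 0.23. The imprinted growth list was at -0.15 (0 higher and 2 lower of 13). The ratios of both batches correlated weakly across genes (r = 0.14). Without clusters 6 to 10, Lrp1 was at -0.50, Tpm2 at -0.68, Ifi30 at -0.45, Efhd2 at -0.59, Pdlim4 at -1.16, Rian at -1.03 and Fut8 at 2.51, and the endothelial and arterial medians turned from 0.26 and 0.24 to -0.18 and -0.12.

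GFI1+ HE of E11.5 was set against GFI1+ HE of E10.5 in GL58 and GL78 to follow HE over the day. Fabp4 and Mgll were among the genes of the size rule that were higher at E11.5, and Gsta4 and Meis1 among those higher at E10.5. Fabp4 (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576), a fatty acid binding protein of capillary endothelium and adipocytes, had 0 counts in E10.5 HE of GL58 (E11.5 at least 611-fold higher) and was 5.43 in GL78. Mgll, the monoglyceride lipase gene, was at 4.48 ± 0.27, and Abcc9, the endothelin receptor gene Ednrb, Emp1, Ssu2, Sparcl1, the caveolin gene Cav1, Stap2, Gpihbp1, which anchors lipoprotein lipase on capillaries, and Gnas ranged from 2.14 to 3.82. Lower at E11.5 were Gsta4 (-4.32 ± 1.32), Meis1 (-2.36 ± 0.21) and Smim3, P2ry1, Adgrg1, Bcat1, Prkar2b, Zbtb25 and Atp23 (-3.51 to -2.17), and Rhof, which with 3 counts at E11.5 in GL58 was 89.8-fold (30.4 to 438) lower there and -2.08 in GL78. In GL58 and GL78 the values were 2.18 and 3.41 for Emp1, -3.39 and -5.25 for Gsta4 and -4.13 and -2.63 for P2ry1. Without clusters 6 to 10, Meis1 was at -1.53, Adgrg1 at -2.34, Prkar2b at -1.56, P2ry1 at -1.75, Smim3 at -1.04 and Xist at 5.50. Rps2-ps13, annotated as a processed pseudogene, was -4.92 in GL58 and -6.91 in GL78. Counting intervals stayed within 13.4% of the CPM. Xist (6.29 in GL58 and 3.06 in GL78) and the Y-linked Kdm5d (-2.36 ± 0.20) also met the size rule: Y-linked reads and no Xist were found in 94.4% of E10.5 and 21.1% of E11.5 HE cells of GL58, and in 72.5% and 27.5% of GL78.

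The endothelial list was higher in E11.5 HE (0.71, 2 higher and 0 lower of 18), with Cdh5, VE-cadherin, at 1.46 ± 0.065 and Robo4 at 1.30 ± 0.21. The shear stress and vessel wall list was at 0.96 (5 higher and 0 lower of 14; random range -0.26 to 0.22; 0.75 without clusters 6 to 10), with Ltbp4 at 2.44 ± 0.69, the venous list at 0.68 (1 higher and 0 lower of 8) and the arterial list at 0.45. Without GL58 the arterial median was 0.076, inside its random range. Interferon and inflammation genes were at 0.56 (2 higher and 0 lower of 10), with Nfkbia at 1.39 ± 0.01 and Irf1 at 1.33 ± 0.21, MHC class I genes at 0.69 (1 higher and 0 lower of 7; 0.48 and inside the random range with TMM) and BMP and TGF-beta genes at 0.59 (0 higher and 0 lower of 9). Haematopoietic transcription factors were lower (-0.75, 0 higher and 4 lower of 15), with Runx1 at -1.47 in GL58 and -1.05 in GL78. Gfi1 had 0 counts at E11.5 in GL58 (at least 55.5-fold lower) and was -2.31 in GL78. The list's median was -0.30 without clusters 6 to 10 (-0.34 over the members measured with all cells). Without GL78 it was -0.25, inside its random range (-0.33 to 0.39), but the members were then chosen again in GL58. The 15 members measured with both batches were at -0.47 in GL58. The erythroid list was at -1.99 (0 higher and 3 lower of 10, -0.48 in GL58 and -3.53 in GL78) and the megakaryocyte list at -2.74 (0 higher and 3 lower of 11, -4.53 in GL58 and -0.62 in GL78), beside 11 cluster 9 cells at E10.5 and 1 at E11.5. With clusters 6 to 10 left out, the same members were at -0.44 (0 higher and 1 lower) and 0 (2 higher and 1 lower). S phase genes were lower (-0.50, 0 higher and 1 lower of 19), with Ung at -1.15 ± 0.049, while G2/M genes were at -0.01 with all cells. The myeloid list stood at 4.96 in GL58 and 0.20 in GL78 (median of members 2.38, at bounds 3.03, 2 higher and 0 lower of 9). Of the Notch genes, Jag1 was 2.85 in GL58 and 0.64 in GL78, Lfng 1.86 ± 0.55, Notch4 0.85 ± 0.81, Hey1 0.35 ± 0.30, Notch1 0.26 ± 0.25 and Dll4 -0.053 ± 0.12, with medians of 0.11 for receptors and ligands, 0.34 for targets and 0.48 for modifiers.

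No plate held cells of both stages, so stage, plate and embryo pool cannot be told apart in HE. In cells with Y-linked reads and no Xist (11 against 66 cells of GL78) the myeloid median was -3.79 over 3 members, inside its random range (-3.81 to 2.42), against 0.20 in all cells of GL78. The arterial (0.34), venous (0.34), interferon (0.29), MHC class I (0.23) and transcription factor (-0.40) medians also lay inside their random ranges in these cells. The G2/M genes lay below theirs (-0.94, 10 lower of 22; random range -0.25 to 0.36), against -0.11 in all cells of GL78. Also below theirs lay surface genes (-4.46, 8 lower of 11; random range -0.65 to 0.55) and the megakaryocyte list (-7.22, 11 lower of 11). In all cells of both batches these were at -0.31 and -2.74. Glycolysis genes (-0.62) and cell cycle inhibitors (-0.65) lay below theirs too, and inside them in all cells. Hey2 was at -2.56 against 0.12 in all cells of GL78, whereas Meis1 was at -1.86 and Mgll at 5.52. Of the lists, 11 lay above, 6 below and 8 inside their random range, and the ratios of GL58 and GL78 correlated with r = 0.39 across genes.

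GFI1+ IAHC of both stages were compared in GL78 (89 cells at E11.5 and 87 at E10.5). As in HE, Fabp4 and Mgll were among the genes of the size rule that were higher at E11.5, and Gfi1, Mpo and Prtn3 were among those higher at E10.5. The myeloid list as a whole lay inside its random range (-0.26, 2 higher and 3 lower of 7). Fabp4 was at 96.1 against 0.437 CPM (6.08), the fatty acid receptor gene Cd36 at 4.61, Mgll at 4.17, Tnfaip3, an inhibitor of NF-kappaB signalling, at 4.07, and Klf4, Slc18a1, Ednrb, Fcgrt, Mrgpre, Rnase4 and Hpgd ranged from 2.95 to 3.65. Thinned to 50000 counts per cell, Klf4 was at 4.49 and Lama5, on the other side, at -2.46. Gfi1 was at 2.13 CPM at E11.5 against 33.4 CPM at E10.5 (-3.46), Mpo at 27.2 against 222.8 CPM (-2.99), Sfrp2, a secreted Wnt modulator, at -4.02 (-4.62 without clusters 6 to 10), and Prtn3, Ocln, Csn3, Lama5, Rab38, Ptgis and the erythroid-megakaryocytic factor gene Nfe2 at -3.42 to -2.87. Acta2, smooth muscle actin, had 0 counts at E11.5 (at least 2334-fold lower), and Gja5 with 3 counts at E11.5 was 2013-fold (689 to 9765) lower. The Gja5 fold applies to GL78 alone, since the gene stood higher in E11.5 IAHC of GL53, as given above. Cluster 4, led by Gja4 and Gja5, held 0 E11.5 and 2 E10.5 IAHC cells of GL78. Gfi1 also varied between E11.5 IAHC batches: it had no counts in GL58 and lay above its GL78 level in GL53. Rps2-ps13 was at -7.19 and Xist at 2.91, beside 72.4% and 21.3% of GL78 cells with Y-linked reads alone at E10.5 and E11.5. Counting intervals stayed within 6.62%.

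The immediate early and dissociation stress list was at 1.05 in E11.5 over E10.5 IAHC (9 higher and 0 lower of 15; random range -0.31 to 0.21), with Zfp36 at 2.499 and Fosb at 2.09, and interferon and inflammation genes at 0.73 (3 higher and 1 lower of 10; 0.33 with Y-linked cells alone, inside the range of -0.37 to 0.43), with Nfkbia at 2.18 and Irf1 at 2.12. Venous and lymphatic genes were at 1.28 (7 higher and 0 lower of 9), with Lyve1 at 3.50 and Stab2 at 2.17, endothelial genes at 0.74 (2 higher and 0 lower of 18) and shear stress genes at 0.88 (5 higher and 1 lower of 12). Haematopoietic transcription factors were lower (-0.78, 1 higher and 6 lower of 16), with Gfi1b at -3.69, as were HSC-associated genes (-0.31, 1 higher and 3 lower of 14; 0.0099 and inside the random range with counts pooled over batches), with Adgrg1 at -2.82, and glycolysis genes (-0.83, 0 higher and 3 lower of 16), with Hk2 at -1.40 and Slc16a3 at -1.38. S phase and G2/M genes were at -0.52 (0 higher and 0 lower of 19) and -0.33 (0 higher and 0 lower of 22), and cell cycle inhibitors at 0.40 (3 higher and 0 lower of 10). Inside their random ranges lay the G2/M median with Y-linked cells alone (-0.085) and that of cell cycle inhibitors with Y-linked cells alone (-0.072) and with TMM (0.073). Other medians lay further below 0 with Y-linked cells alone: HSC-associated (-0.82, 6 lower of 14), S phase (-0.90, 6 lower of 19) and transcription factors (-1.11, 9 lower of 16). Surface genes were at -0.026 in all cells, inside their random range. With Y-linked cells alone they were at -1.63 (9 lower of 12), below it (-0.42 to 0.53). The macrophage list was at 4.89 (6 higher and 0 lower of 7; at bounds 8.08), beside 2 cells of cluster 10 in E11.5 and 0 in E10.5 IAHC. With clusters 6 to 10 left out, these members were at 1.05 (4 higher). The megakaryocyte list was at 3.09 (4 higher and 1 lower of 7; 0.66 with Y-linked cells alone, inside the range of -1.08 to 1.38) and the lymphoid list at 1.99 (4 higher and 0 lower of 5). Of the Notch genes, Dll1 was at 1.89, Hes1 at 1.21, Gata2 at 0.81, Hey1 at -0.90 and Notch1 at 0.51, with medians of 0.11 for receptors and ligands and 0.81 for targets. The target median was -0.56 with members at 1 CPM or more, below its range there, and 0.032 with Y-linked cells alone, inside it. Stage and plate cannot be told apart here either, and with Y-linked cells alone Mgll went to 0.41 and Fabp4 to 2.97. In the same cells Notch1 turned to -0.12, Hey1 went to -0.19 and Gata2 to 0.032, while Dll1 was at 1.99 and Hes1 at 1.03.

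Levels of the Notch genes within each population showed which receptor and ligand RNAs were present at all. With counts summed over batches, Notch1 (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663) was at 215.8, 129.2, 119.99, 190.3 and 99.97 CPM in E11.5 GFI1+ HE, GFI1+ IAHC, GFI1- IAHC, E10.5 GFI1+ HE and E10.5 GFI1+ IAHC, and Notch4 (ENSMUSG00000015468, chromosome 17, 34564268 to 34588503) at 143.1, 55.5, 44.1, 118.5 and 42.2 CPM. Dll4 (ENSMUSG00000027314, chromosome 2, 119325784 to 119335962) was at 212.5, 71.3, 33.1, 172.97 and 65.5 CPM, Jag1 at 157.5, 24.999, 45.7, 52.9 and 14.7, Hey1 at 187.8, 39.4, 23.8, 145.4 and 46.01, Hey2 at 39.8, 0.105, 3.71, 14.2 and 0.799, Hes1 at 78.7, 110.9, 72.7, 53.9 and 59.6 and Rfng at 19.8, 19.9, 19.6, 20.5 and 19.05 CPM in the same order. Batches were not weighted equally in these sums. After every cell was thinned to 50000 counts, Hey1 was read in 50.6% (42.9 to 58.3%) of E11.5 HE and 30.8% (25.1 to 37.1%) of E11.5 GFI1+ IAHC cells, and in 49.5% (39.8 to 59.3%) of E10.5 HE and 36.2% (27.5 to 45.6%) of E10.5 GFI1+ IAHC cells; at full depth the shares were 56.98%, 34.6%, 53.2% and 43.97%. Jag1 was read in 41.3% (33.8 to 49.0%) and 29.2% (23.5 to 35.4%) of thinned E11.5 HE and GFI1+ IAHC cells (50% and 40% at full depth), and Notch1 in 91.3% (86.02 to 95.04%) and 81.7% (76.2 to 86.4%) (93.6% and 91.2%).

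The authors' 11 clusters placed the sorted populations on the expression map. Cluster 4, which the study calls HSC-primed HE and which is led by Gja4, Gja5 and Vwf, took 24.4% (18.2 to 31.5%, 42 cells) of E11.5 GFI1+ HE and 24.8% (17.002 to 33.96%, 27 cells) of E10.5 GFI1+ HE, against 2 and 2 cells of GFI1+ IAHC at E11.5 and E10.5. Within E11.5 HE the share was 28.3% (20.2 to 37.6%, 32 cells) in GL53, 15.8% (3.38 to 39.6%, 3 cells) in GL58 and 17.5% (7.34 to 32.8%, 7 cells) in GL78. Cluster 2, the HSC cluster, led by Coro1a, Laptm5 and Rac2, took 36.2% (27.5 to 45.6%, 42 cells) of E10.5 GFI1+ IAHC, 16.2% (11.8 to 21.5%, 39 cells) of E11.5 GFI1+ IAHC, and 7 and 11 cells of E11.5 and E10.5 HE. Its share of E10.5 GFI1+ IAHC was 20.7% in GL69 and 41.4% in GL78. In E11.5 GFI1+ IAHC it was 18.2%, 6.67% and 16.9% in GL53, GL58 and GL78. Cluster 1 was the commonest in E11.5 HE, with 38.95% (31.6 to 46.7%, 67 cells), and cluster 0, led by the venous receptor gene Aplnr, in E11.5 GFI1+ IAHC, with 36.2% (30.2 to 42.7%, 87 cells). The clusters were made from the same expression values, so these shares restate the expression differences and are not a separate measurement.

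**Figure D3:**
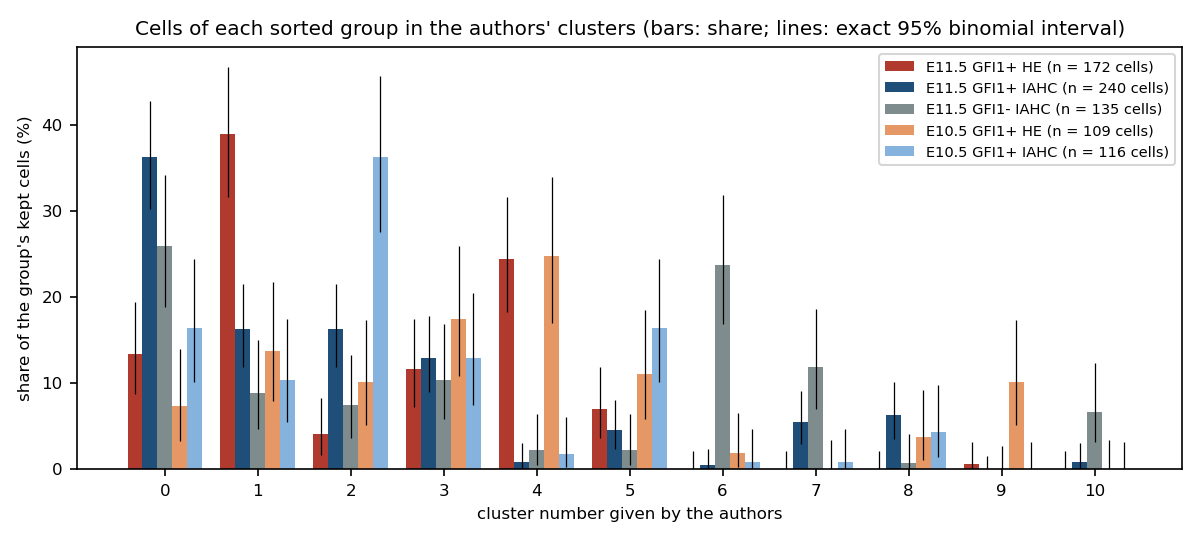
Share of each population's kept cells (percent) in the authors' clusters 0 to 10; bars are shares and error bars exact 95% binomial intervals. With batches pooled, cluster 4 holds 24.4% of E11.5 and 24.8% of E10.5 GFI1+ HE, and cluster 6 23.7% of E11.5 GFI1- IAHC.

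Between clusters 4 and 2, compared in GL53 (33 and 28 cells) and GL78 (38 and 68 cells), Notch genes were higher in cluster 4: Jag1 by a log2 ratio of 4.82 ± 1.35, Dll4 4.19 ± 1.45, Notch4 3.69 ± 0.53, Hey1 3.67 ± 1.14, Notch3 2.86 ± 0.59, Jag2 2.24 ± 0.71 and Notch1 2.09 ± 0.56. Hey2 had 0 counts in cluster 2 of GL53 (at least 1240.3-fold higher in cluster 4) and was 4.68 in GL78. Notch2 (-2.72 ± 0.40) was lower, Hes1 stood at -0.0062 ± 0.40, Rfng at -0.48 ± 0.44 and Gata2 at -0.69 ± 0.73. Kit was at -2.99 ± 0.13 and Pecam1 at 2.78 ± 0.11; Ptprc had 0 counts in cluster 4 and 217.2 CPM in cluster 2. The clusters were drawn from these same values, so this comparison is circular and describes them only.

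Index-sort fluorescence gave the surface proteins of the sequenced cells, compared within a batch. JAG1 protein was not higher in HE than in GFI1+ IAHC although Jag1 RNA was: the median was 8713 (quartiles 6609 to 11966) in E11.5 HE, 10145 (6754 to 13039) in GFI1+ IAHC and 3915 in GFI1- IAHC of GL53, and 11072, 11498 and 5923 in GL78. At E10.5 in GL78 it was 7675 in HE and 7803 in GFI1+ IAHC. NOTCH1 was 858, 1124 and 736 in E11.5 HE, GFI1+ IAHC and GFI1- IAHC of GL53, and 843, 859.7 and 522 in GL78. Of the 91 kept GFI1- IAHC cells of GL53, 31 lay in cluster 6 and 12 in cluster 7. In GL78, 1 of 44 lay in cluster 6, 4 in cluster 7 and 6 in cluster 10. Fluorescence was not recomputed without clusters 6 to 10, so the lower JAG1 and NOTCH1 of GFI1- IAHC may be partly that of these cells. DLL4 was higher in HE, at 42.2 against -48.8 in GFI1+ IAHC of GL53, 17.9 against -49.6 in GL78, and 67.7 against 36.4 at E10.5. Medians of NOTCH2 in E11.5 HE and GFI1+ IAHC of GL53 were -75.0 and -26.2, below the zero of the scale. Of the sort markers, cKIT was 27.9 in HE, 609.9 in GFI1+ IAHC and 272.7 in GFI1- IAHC of GL53. In GL78 the quartiles of GFI1- IAHC (62.4 to 342.7, median 309.995) overlapped those of HE (6.39 to 188.9, median 86.3). In GL53, the GFI1 reporter was 733 in GFI1+ and 119.4 in GFI1- IAHC. CD45 was 551 in HE and 1024 in GFI1+ IAHC, CD41 431 and 834, and CD31 50289 in GFI1+ and 8388 in GFI1- IAHC.

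Across cells of 1 group and batch, Spearman's rho between a protein and its own RNA was described without a p-value. The median rho, with its lowest and highest value over the group and batch pairs, was 0.64 (0.56 to 0.79, 4 pairs) for CD45, 0.61 (0.11 to 0.78, 10 pairs) for CD31, 0.43 (0.18 to 0.69, 2 pairs) for the reporter and Gfi1, 0.39 (-0.13 to 0.56, 9 pairs) for DLL4, 0.30 (-0.60 to 0.52, 10 pairs) for cKIT, 0.28 (-0.0012 to 0.48, 5 pairs) for CD41, 0.27 (-0.09 to 0.55, 10 pairs) for NOTCH1, 0.069 (-0.13 to 0.42, 9 pairs) for JAG1 and 0.046 (-0.39 to 0.42, 10 pairs) for NOTCH2. In E11.5 HE, rho for NOTCH1 was -0.09 in GL53 and -0.078 in GL78.

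**Figure D4:**
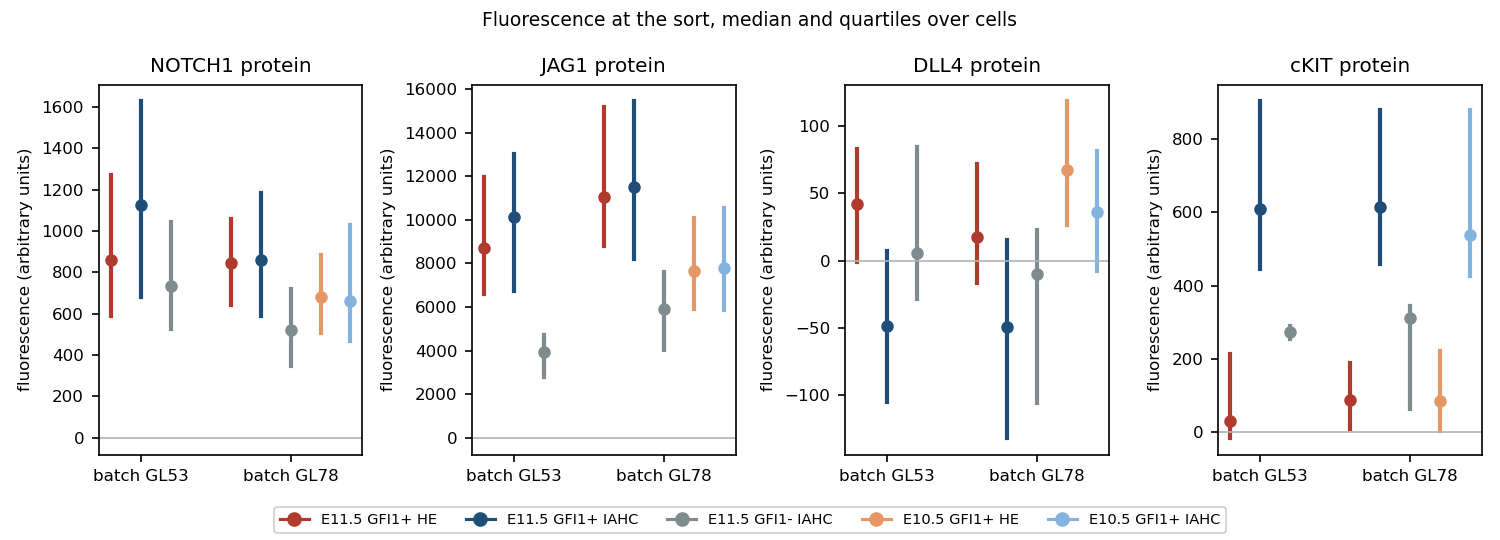
Index-sort fluorescence (arbitrary units) of NOTCH1, JAG1, DLL4 and cKIT by population in GL53 and GL78; points are medians and bars the quartiles over cells. JAG1 medians of E11.5 HE and GFI1+ IAHC are 8713 and 10145 in GL53, and cKIT medians 27.9 and 609.9.

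The authors' phase calls put more E11.5 than E10.5 cells in G1: 59.9% (52.1 to 67.3%) of E11.5 HE, 55.8% (49.3 to 62.2%) of E11.5 GFI1+ IAHC and 54.1% (45.3 to 62.7%, 73 cells) of E11.5 GFI1- IAHC, against 38.5% (29.4 to 48.3%, 42 cells) of E10.5 HE and 23.3% (15.9 to 32.03%, 27 cells) of E10.5 GFI1+ IAHC. G2/M calls took 32.6% (25.6 to 40.1%, 56 cells) of E11.5 and 49.5% (39.8 to 59.3%, 54 cells) of E10.5 HE, and S phase calls 7.92% (4.83 to 12.1%, 19 cells) of E11.5 and 19.8% (13.004 to 28.3%, 23 cells) of E10.5 GFI1+ IAHC. In GL58 the G1 share of E11.5 HE was 31.6% (12.6 to 56.6%, 6 cells), against 16.7% (3.58 to 41.4%, 3 cells) of E10.5 HE. In GL78 the G1 shares of HE were 57.5% at E11.5 and 42.9% at E10.5. E10.5 cells were sequenced more deeply and the calls were made by the authors at full depth, so the shares are not read as cycling; the S phase list was lower at E11.5 in HE (-0.50) and GFI1+ IAHC (-0.52).

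The study divided GFI1+ HE by co-detection of Hey1 and Hey2, which was recounted here. At E11.5 both genes were read in 20.9% (15.1 to 27.8%, 36 cells) of HE cells, exactly 1 in 38.95% (31.6 to 46.7%, 67 cells) and neither in 40.1% (32.7 to 47.9%, 69 cells). At E10.5 the shares were 21.1% (13.9 to 29.96%, 23 cells) with both, 35.8% (26.8 to 45.5%, 39 cells) with exactly 1 and 43.1% (33.7 to 52.95%, 47 cells) with neither. Most cells with exactly 1 gene held Hey1, as Hey2 without Hey1 was read in 2.91% (0.95 to 6.65%, 5 cells) at E11.5 and 3.67% (1.01 to 9.13%, 4 cells) at E10.5. After thinning to 50000 counts both were read in 19.2% (13.6 to 25.9%, 33 cells) at E11.5 and 17.4% (10.8 to 25.9%, 19 cells) at E10.5. In GFI1+ IAHC both were read in 0.833% (0.101 to 2.98%, 2 cells) at E11.5 and 4.31% (1.41 to 9.77%, 5 cells) at E10.5.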

Values the study reported

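The study reported a raw count matrix of 860 cells and 46,170 genes, and an expression matrix of 775 cells and 30,362 genes after quality control. It reported 11 clusters.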

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

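The cells left out by the authors were looked at only in a setting planned before the data were examined, but the lists given for them here were chosen only after their values had been seen. Sh3bgrl2 was named because its difference went one way in every E11.5 batch and the other way at E10.5. Sh3bgrl2 was lower in HE than in GFI1+ IAHC in each E11.5 batch (-1.17 in GL53, -1.75 in GL58 and -1.07 in GL78, mean -1.33) and higher in HE at E10.5 (1.59 in GL78). The values differ by -2.92. The difference between the stages was not tested, and with 1 batch at E10.5 its spread is unknown.

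In E11.5 GFI1- IAHC, the cells outside the authors' filter held more macrophage and erythroid reads than the kept cells. In the 46 left-out E11.5 GFI1- IAHC cells the macrophage list summed to 5724 CPM and the erythroid list to 2671 CPM, against 508 and 78.2 CPM in the kept cells of the same group, while the endothelial list summed to 975 against 9356 CPM. The macrophage list was also higher in the left-out than in the kept cells of E11.5 GFI1+ HE (499.7 against 22.2 CPM) and GFI1+ IAHC (1526 against 98.4 CPM). The erythroid list was not: it was lower in the left-out HE cells (58.6 against 102.3 CPM) and close in GFI1+ IAHC (184.8 against 162.2 CPM). The left-out cells mostly passed the mitochondrial limit, and which cells the reads came from was not tested.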

How the results depend on the processing

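The settings without clusters 6 to 10, with male cells only (Y-linked reads and no Xist) and without libraries with both sex reads were chosen only after the results were seen, as was the choice of the shear stress list as a main result. By embryo, no paired analysis was possible because no label ties a cell or a batch to an embryo, so each group counted as 1 sample. The groups do share batches, and the log2 ratios were taken within each, which pairs the groups by batch. No test over batches was run, and 2 of the 5 comparisons have 1 batch. Left out of the counts are rounds that cannot move a value by more than its spread: a gene's mean with 1 batch left out, a mean in place of a median over cells, and all cells where none is added (560 gene values, 25 list medians and 90 others). Over the other alternatives, 2330 of 3107 gene values differed from the value reported by less than their spread, 762 by more, and 15 genes of at least 2-fold in every batch changed sign. For list medians the numbers were 1198, 429 and, for lists outside their random range, 24 of 1651, and 48.8% of shares and fluorescence values stayed within theirs. The spread was the SD over batches, or with 1 batch the half-width of the counting interval. Under planned settings 60 of 3161 gene values took the other sign, none of them of genes that were 2-fold in every batch. Most lay near 0, and the largest was Elane between stages of HE (3.30), at -0.073 without GL58. The scaling settings shifted the median of all genes by at most 0.1. In the sentences that follow the cause was not tested unless one is named.

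Of clusters 6 to 10, cluster 7 is led by Nrp2 and by Prox1 of lymphatic endothelium, and the others by genes of other lineages. Without clusters 6 to 10, HE over IAHC at E11.5 gave 2.02 for the arterial list, -0.56 for myeloid and -0.69 for megakaryocyte genes, and 0.10 for Phlda2. At E10.5 it gave 1.95 for arterial and -2.56 for megakaryocyte genes, and -0.28 for Tubb1, -1.58 for Itga2b, -1.80 for Fermt3, -4.14 for Plek, -0.25 for Rab27b, -0.80 for Smim3, -0.75 for Itgb3 and -2.91 for Gfi1b. For GFI1+ over GFI1- IAHC it gave -0.18 for endothelial and -0.12 for arterial genes, 0.43 for Cd68, 0.22 for Acta2 and 0.11 for Krt19, and for HE between stages 0.75 for shear stress genes, -0.30 for transcription factors, 0.28 for mesenchyme and 0.57 for Gata1.

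With male cells only, HE between stages gave -0.40 for transcription factors, -3.79 for myeloid and 2.20 for mesenchyme genes, -3.58 for Mpo and, by construction, -0.077 for Xist, and IAHC between stages gave -0.072 for cell cycle inhibitors. The transcription factor list of HE between stages (reported at -0.75) was at -0.77 with TMM, -0.76 with DESeq2 factors, -0.58 with the mean per cell, -0.51 thinned, -0.76 with the pseudocount of 0.1, -0.78 with all cells, -0.65 pooled, -0.75 without mitochondrial genes, and -0.80 with members at 1 CPM as with no filter. It stayed below 0 in all of these. It lay inside its random range with male cells only and without GL78, but in both settings the members were chosen again. The reported members alone were at -0.47 in GL58. The list's SD over batches was so small (both batch medians were -0.47) that nearly any change exceeded it. The median of the averaged ratios can lie below both batch medians because other members sit in the middle of each batch. The immediate early list of IAHC between stages (1.05) was at 0.97 with TMM, 0.97 with DESeq2 factors, 1.16 with the mean per cell, 1.30 thinned and 0.88 pooled, and the arterial list of E10.5 HE over IAHC (1.60) at 1.66, 1.72 and 1.64 in the last 3 of these and 1.74 with members at 1 CPM as with no filter. The macrophage list of GFI1+ over GFI1- IAHC (-2.25) was at -2.93 with the pseudocount of 0.1 and -2.80 with all cells.

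Sign changes of smaller lists were -0.45 for myeloid genes of E11.5 HE over IAHC pooled, 0.035 for surface genes of HE between stages with the mean per cell, and in IAHC between stages -0.56 for Notch targets at 1 CPM, 0.0099 for HSC-associated genes pooled, and for erythroid genes 0.61 with the mean per cell, 0.52 thinned, 0.84 pooled, 0.14 at 1 CPM and 0.046 with no filter. With a batch left out, the list members were chosen again. Leaving out each batch in turn gave 1.39 to 1.86 for arterial and -1.30 to 1.51 for myeloid genes of E11.5 HE over IAHC. For GFI1+ over GFI1- IAHC it gave -2.96 to -1.88 for macrophage, -0.47 to 1.42 for surface, -0.24 to 0.64 for lymphoid and -0.35 to 0.17 for imprinted genes, and for HE between stages 0.80 to 1.02 for shear stress genes, -0.47 to -0.25 for transcription factors, the latter inside its random range without GL78 (-0.33 to 0.39), -0.28 to 0.14 for surface and -0.090 to 0.78 for immediate early genes.

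The share of E11.5 HE cells with Hey1 after thinning was 42.4% with at least 5 reads, against the 50.6% with any read. The share in cluster 4 was 15.8% in GL58 and 17.5% in GL78 alone, and the G1 share 31.6% in GL58, which held 19 cells. Depth limits detection: thinning from full depth to 50000 counts took the Hey1 share of E11.5 HE from 56.98% to 50.6%. Joining the quality limits by "and" would have kept all 860 cells, since 0 cells passed every limit.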

Other observations

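Chosen only after the results were seen were the tests of free RNA in the patterns on megakaryocyte genes and on sex reads, and those of plates, of Runx1, Meis1 and Gfi1, and of Gfi1b, and also the lists of germ cell, smooth muscle and lymphatic genes and the genes named in these paragraphs. Cells of clusters 6 to 8 held more reads of short gene lists, written after these cells had been seen, than the other cells of their gate. The germ cell list took 8066 CPM in the 15 cluster 8 cells of E11.5 GFI1+ IAHC against 264.6 CPM in the others, and 6015 against 77.7 CPM in E10.5 GFI1+ IAHC (5 cells). The lymphatic endothelial list took 4431 CPM in 16 cluster 7 cells of E11.5 GFI1- IAHC against 1126 CPM in the others, and 4423 against 1073 CPM in GFI1+ IAHC, but these cells held only 34.1% and 20.1% of the list's reads. In GFI1- IAHC, cluster 6 held 98.8% of the smooth muscle and mesenchyme reads. These lists have members in other lists: the lymphatic one overlaps the venous list and the smooth muscle one the mesenchyme list.

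The 3 E10.5 GFI1- IAHC cells read Kit at 28.8 CPM, Pecam1 at 285.8, Cdh5 at 296.1 and Notch1 at 149.99 CPM, each in 3 of 3 cells, Runx1 at 3.01 and Jag1 at 8.17 CPM in 1 cell each, and Gfi1, Hey1, Hey2, Ptprc and Col1a1 with 0 reads. The cluster 9 cells among E10.5 HE of GL78 (9 cells) had a median CD41 fluorescence of 36632 against 340.4 in the other 82 cells. CD31 was 4720.1 against 30037, cKIT -804 against 107.8, NOTCH1 238.6 against 709 and the GFI1 reporter 814 against 505. JAG1 (12422 against 7525) and DLL4 (143.9 against 63.8) were also higher in the cluster 9 cells. The Y-linked list was read without Xist in 30.8%, 30% and 18.5% of E11.5 GFI1+ HE, GFI1+ IAHC and GFI1- IAHC cells and in 76.1% and 75% of E10.5 GFI1+ HE and GFI1+ IAHC cells.

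Megakaryocyte genes were higher in E10.5 HE than in E10.5 GFI1+ IAHC. Low expression spread over the HE cells, or free RNA, would spread the reads, but cluster 9 held 96.2% of the list's reads with 9.59% of all reads, and endothelial cells with attached megakaryocytes would keep endothelial genes, but their list median was -6.26 in cluster 9 over the other cells of GL78. Whether a few cells of another lineage explain it was undecided by the outcomes written beforehand, a median inside the random range or one of 1 or more. Without clusters 6 to 10 the median went from 5.82 to -2.56, over 3 members left and below the random range (-1.15 to 1.23). The higher value was gone in any case, since the 11 members measured with all cells were then at -0.75, a value chosen after the result was seen. Megakaryocyte-lineage cells inside the CD31+cKIT- gate remain a candidate explanation, and whether they arise from HE or came from blood was not tested.

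Libraries with both Xist and Y-linked reads numbered 11 in E11.5 GFI1- IAHC (8.15%, 4.14 to 14.1%) against 0 to 3 in the other groups. Free RNA or carry-over would leave the Y-linked reads low, but their median was 102.8 CPM against 229.6 CPM in cells with Y-linked reads alone (44.8%), and Xist was at 287.3 against 249.6 CPM in cells with Xist alone. A pair of cells in 1 library would raise the genes detected at 50000 counts by over 10% in both batches. They were higher by 20.8% in GL53 (6302 against 5218) but by 7.81% in GL78 (4871 against 4518), so pairs of cells and a mixture from another source cannot be told apart from these few libraries. No biological explanation was tested.

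The median of haematopoietic transcription factors was lower in E11.5 than in E10.5 HE. Without GL78 it lay inside its random range, but the members were then chosen again in GL58. The 15 reported members were at -0.47 in GL58. The list's median went from -0.75 to -0.30 without clusters 6 to 10, still below its random range (-0.25 to 0.32). Its spread over batches (0.00077) was so small that nearly any change exceeds it. The test therefore cannot decide, and cells of other lineages stay open for the list. The values of its lowest members decide nothing, as these were picked for being low: the median of Runx1, Meis1 and Gfi1, which is that of Meis1, went from -2.36 to -1.53 without these clusters, with Runx1 from -1.26 to -1.004 and Gfi1 from -2.87 to -3.08, and the log2 ratio of Gfi1b with the pseudocount from -6.13 to -0.89. With all cells Gfi1b had 0 counts at E11.5 in GL78 (at least 899-fold lower) and 1 count in GL58 (1029-fold (184.3 to 40680.3) lower). In cells with Y-linked reads and no Xist, in GL78, the list median was -0.40, inside its random range (-0.49 to 0.51), the outcome written beforehand for an effect of sex. The test is weak: the value was -0.47 in all GL78 cells, so little of it was lost, and the range is wide with 11 E11.5 cells, so sex stays open. The number of plates that hold cells of both stages was 0, so plates and embryo pools that differ between the stages cannot be told apart from age, which stays among the open explanations as untested.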
